A study of Mus musculus with 8 samples. Its data were reported in "SMCHD1 has separable roles in chromatin architecture and gene silencing that could be targeted in disease" (2023).

How the data were processed

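H3K27me3, a histone mark deposited by Polycomb repressive complexes, was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in primary female neural stem cells (NSCs) whose endogenous Smchd1 carried a GFP tag. The labels place 8 samples in 4 groups: 3 H3K27me3 ChIP libraries from WT cells, 3 from cells homozygous for the MommeD43 variant of Smchd1, and 1 whole cell extract (WCE) library per genotype. The ChIP libraries of a genotype came from separate cell lines. The labels describe digestion of nuclei with micrococcal nuclease, whereas the study's methods describe shearing, so the fragmentation behind the values is uncertain.

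The authors trimmed the reads, aligned them with Bowtie2 to GRCm38 and counted them in SeqMonk after extending each read. Peaks were called for each genotype on merged replicates against WCE, widened on both sides, and joined where they lay close together. The values in the deposited table are log2 read counts per region after the authors' scaling to total library size, averaged over the libraries of a genotype. They are not divided by region length and WCE is not subtracted. The table has 2 value columns, 1 per genotype, so each value is the authors' pooled mean and carries no SD and no n. Values of single libraries and of the WCE libraries were not analysed here. The shortest region was 5300 bp and the smallest gap between regions was 1000 bp.

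The analysis fixed before the data were examined had assumed whole-number counts per library, with a count model per region and a competitive test for each set of regions. Pooled log2 values allow neither. No p-value is therefore given for any region, set or chromosome, and the difference between genotypes is the MommeD43 value minus the WT value on the log2 scale. To describe whether a set stood apart, its median difference was placed among 10000 random lists of as many other regions, matched on the mean of both values in 20 bins. Regions are not replicates, so this percentile describes these pooled libraries and does not test the genotype. The lists drew regions independently from across the genome. For a set of neighbouring regions, which can change together, the percentile can therefore be too extreme. Enrichment over WCE and shares per library, also planned, were not computed.

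Read depth was recovered in part from the values. A mean of 3 log2 counts is the log2 of the product of 3 counts, up to 1 constant per column, so the antilog of 3 times the value should be a whole multiple of that constant. The constant was found from the lowest regions. Among regions with a product under 30000, 1138 of 1139 WT values (99.9%) and 681 of 684 MommeD43 values (99.6%) came within 0.1 of a whole number, against 20% by chance. A single read was worth 3.27 normalized counts in WT and 2.63 in MommeD43, as geometric means over the libraries. The geometric mean count per library was then read for each region. From it the smallest possible counting error of the difference was computed, for Poisson counts spread evenly over the 3 libraries of each genotype. This error leaves out all variation between cell lines. Reads without molecular identifiers are not independent molecules, so it covers counting error only.

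The library shares behind low products were estimated by an expectation-maximization step over all ways to split each whole product into 3 counts, for up to 200 regions with products from 20 to 60000. The step gives shares in order of size and cannot say which library a share belongs to. Their 95% intervals came from 50 resamples of the regions, and other 95% intervals from 1000 resamples of regions, or of whole runs where runs are named. Neighbouring regions are not independent, so such intervals are narrow.

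GC content was computed from the GRCm38 sequence, in which all 13585 regions had a value and 0 regions passed a chromosome end. Genes came from GENCODE mouse release 21 on the same build. The Hox set held regions overlapping the stretch between the outermost genes of each Hox cluster. The protocadherin set held those overlapping the stretch between the outermost Pcdha, Pcdhb and Pcdhg genes on chromosome 18. Overlap with a gene itself was not needed. Regions to be named had been fixed before the data were examined: those passing a replicate test, which could not be run; the region with the highest mean value in each Hox cluster, in the protocadherin clusters and on the X chromosome; and the regions overlapping Xist and Smchd1. The X-linked region of highest mean value is not reported here. Regions named outside this rule are said to be so. Coordinates count from 1.

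Alternatives that the pooled columns allow were scaling to the total of the regions, scaling to the autosomal median, removal of a trend with abundance, a minimum mean count of 50, pseudocounts, and values per kilobase. Removal of a trend with GC content, alone or followed by a trend with read density, was added after the data were seen. Trends were running medians over 40 bins, and those with GC content and read density were fitted on autosomal regions. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, sympy 1.14.0 and matplotlib 3.10.9.

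The steps were tested on simulated data. The constant was recovered in both simulations, at 100% of its true value over 13582 and 13511 regions. A smallest library share of 6% was recovered as 6.16% and a share of 20% as 20.2%, each from 200 regions. A set of 200 shifted regions reached percentile 100, and 5% of unshifted sets of 200 regions fell outside the central 95%. Those sets were scattered regions with independent noise, so sets of neighbouring regions were not covered. A shift of 0.5 put into the 1878 X-linked regions came back as 0.47 after trend removal.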

Results

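SMCHD1 is a chromatin protein that takes part in silencing of the inactive X chromosome, the Hox clusters and the clustered protocadherin genes, and MommeD43 is a missense variant of it. The comparison here asked whether the Polycomb mark H3K27me3 was placed differently in NSCs homozygous for MommeD43 than in WT NSCs. Neural stem cells were grown from embryonic cortex of female mice, and each genotype was represented by 3 H3K27me3 ChIP libraries from separate cell lines and 1 WCE library. The values were available as 1 pooled column per genotype, the authors' mean over the ChIP libraries, so no difference below has a replicate check.

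The table covered 13585 regions around H3K27me3 peaks of either genotype. They ranged from 5300 to 878000 bp with a median of 10250 bp, and together spanned 260 Mb, or 9.88% of the length of the 20 chromosomes. A protein-coding gene overlapped 62.9% of the regions, and 34.8% held the start of one. The X chromosome carried 1878 regions, 13.8% of the total, although it makes up 6.49% of the chromosome length. Pooled log2 values ran from 3.57 to 17.74 in WT, with a median of 8.35, and from 1.25 to 18.06 in MommeD43, with a median of 8.42. The lowest MommeD43 value equals 0.9 reads per library as a geometric mean, which whole counts cannot give. It therefore holds a stand-in for absent reads and is not a measured count. The geometric mean count per library had a median of 100.1 reads in WT, with quartiles of 54.7 and 239, and 129.96 reads in MommeD43, with quartiles of 70.4 and 326. Under 10 reads per library lay behind 98 WT values and 31 MommeD43 values. The smallest counting error that these depths allow for a difference had a median of 0.11 on the log2 scale.

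Values of the genotypes were closely related across regions, which are not independent replicates. Pearson's r was 0.951 and Spearman's rho 0.937 over all regions. Long regions had high values in both genotypes, and the mean value followed log2 length with r = 0.927. Per kilobase of region, the alternative that moved this result most, r between the genotypes was 0.802. The correlation was lower over X-linked regions than over autosomal ones, with r of 0.902 against 0.960, and with r of 0.404 against 0.812 per kilobase. X-linked regions had a larger median counting error, 0.17 against 0.11, and their difference varied along the chromosome, as described below. Both can lower r, so r alone does not show that they were less alike region by region.

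**Figure D1:**
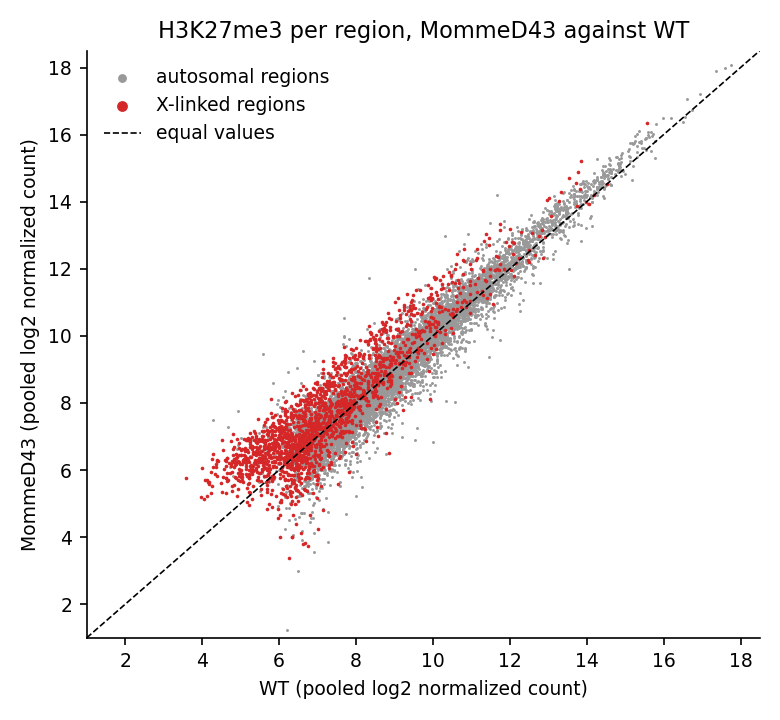
Pooled log2 normalized H3K27me3 count of each region in WT (horizontal axis) and MommeD43 (vertical axis), with 11707 autosomal regions in grey, 1878 X-linked regions in red and a dashed line of equal values. The values follow the line with r = 0.951, and many X-linked regions with low WT values sit above it.

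The difference, MommeD43 minus WT, had a median of 0.11 over all regions, with quartiles of -0.19 and 0.39 and an SD over regions of 0.57. It lay outside the 95% counting interval in 64.3% of regions, and this share sets no limit on variation between cell lines. With the authors' scaling, 827 regions were higher in MommeD43 by at least 1 on the log2 scale and 412 were lower by as much. The split depended on scaling: when the total of the regions was set equal, which lowers every difference by 0.24, it was 491 higher and 779 lower. With the trend with abundance removed, it was 604 higher and 524 lower. With the GC trend described below removed, it was 1139 higher and 97 lower. Of the 827 higher regions, 560 were X-linked. On autosomes the split went the other way, with 267 higher and 343 lower, and with the GC trend removed it was 215 higher and 80 lower.

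Changes by chromosome are independent of a common scaling factor when set against each other. Autosomal medians ran from -0.05 on chromosome 3 to 0.22 on chromosome 5, and 13 of the 19 autosomes had a median over 0 with the authors' scaling. After scaling to the total of the regions, the highest autosomal median was -0.020. The X chromosome had a median of 0.49.

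**Figure D2:**
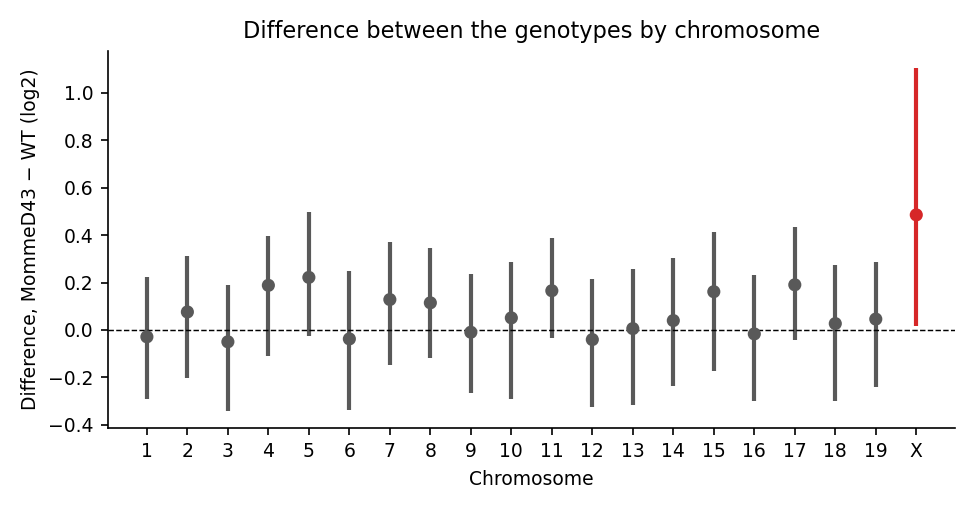
Difference between the genotypes (MommeD43 minus WT, log2) for each chromosome, with points at the median over regions and bars from the 25th to the 75th percentile of regions, which is not an error over replicates. The X chromosome, in red, has a median of 0.49, and autosomal medians lie between -0.05 and 0.22.

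Whether H3K27me3 on the X chromosome differed was of particular interest, because the inactive X carries this mark. X-linked regions were higher in MommeD43 in 1421 of 1878 cases. Their median difference of 0.49 exceeded the autosomal median of 0.08 by 0.41, with a 95% interval over regions of 0.36 to 0.47. The medians of 10000 matched random lists ranged from -0.12 to -0.0037, so the X-linked set lay at percentile 100. The excess over autosomes moved most when the GC trend was removed, to 0.98. X-linked regions held 5.09% of the normalized counts in WT and 6.64% in MommeD43, over 16.2% of the covered length. Their mean density was 20.997 normalized counts per kilobase in WT and 32.4 in MommeD43, and that of autosomal regions was 75.5 and 87.8.

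The X-linked difference varied along the chromosome, which was examined in windows of 10 Mb after the data were seen. Between 130 and 170 Mb the window medians were 1.14, 1.18, 1.004 and 1.42, and 722 of the 731 regions there were higher in MommeD43. The 1147 regions before 130 Mb had a median of 0.15, with 699 higher, which was 0.07 above the autosomal median. They were not uniform: the median was -0.37 between 80 and 90 Mb, with 35 of 193 regions higher, and -0.12 between 40 and 50 Mb, with 37 of 86 higher. With the GC trend removed the proximal excess over autosomes was 0.64, and the distal median was 1.79. The distal regions had 2.54 reads per kilobase and library in WT and 7.60 in MommeD43 as medians, and the proximal regions had 5.43 and 7.22. Low products of the pooled counts showed that the 3 MommeD43 libraries did not share the X-linked reads in their autosomal proportions: the smallest share was 6.25% on the distal X, with a 95% interval of 5.32% to 7.28%, 8.92% on the proximal X, with an interval of 7.57% to 12.6%, and 21.2% on autosomes, with an interval of 19.6% to 22.5%.

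**Figure D3:**
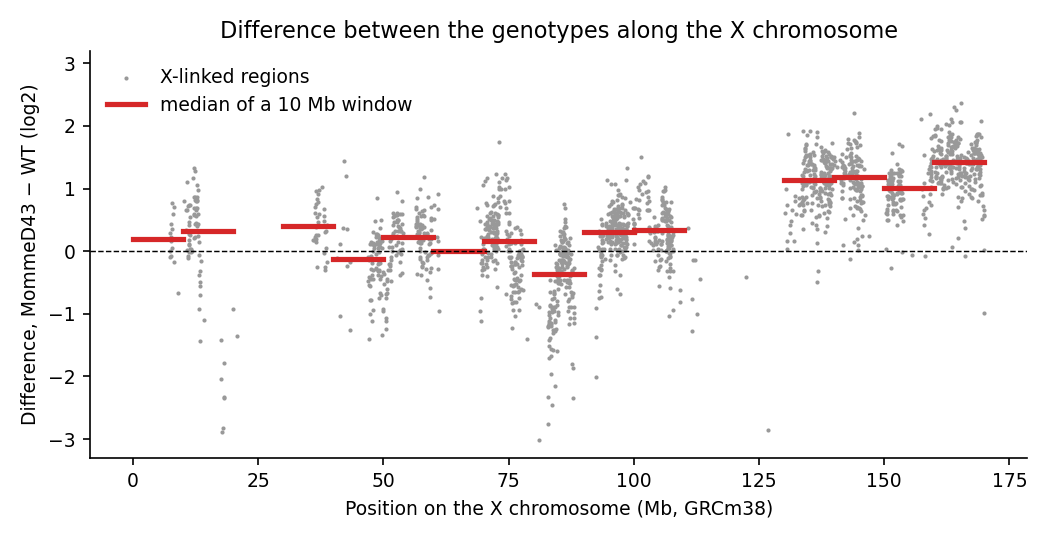
Difference between the genotypes (MommeD43 minus WT, log2) of each X-linked region by its position in Mb on GRCm38, with red bars at the median of each 10 Mb window of at least 10 regions. Windows from 130 Mb onward have medians between 1.004 and 1.42.

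The region overlapping Xist, X:103246551-103461100, covered 735 bp of that gene's 22889 bp, at its 3′ end, and also held Cdx4, Chic1 and Tsx. Its difference was 0.13, and it fell below 0, to -0.11, after scaling to the total of the regions, and rose to 0.46 with the GC trend removed. No region overlapped Smchd1 at 17:71344489-71475343, and the nearest one was 30039 bp away.

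Hox clusters are targets of SMCHD1. A single region covered each cluster, and these 4 regions had the highest mean values of all. Values are not divided by length, and each region reached well past its cluster. The Hoxb genes, for example, span 11:96194316-96368256, and that region also held Skap1, Snx11 and Cbx1. The differences below therefore describe whole regions, flanks included. At 6:52033251-52378300 the Hoxa region rose from 17.60 to 17.98, a difference of 0.38. The Hoxb region at 11:96064701-96793600 rose from 17.36 to 17.91, by 0.54. The Hoxc region at 15:102676701-103196200 rose by 0.32, and the Hoxd region at 2:74575551-74829250 by 0.26. Exons of protein-coding genes made up 10.7%, 6.73%, 7.14% and 11.7% of these regions, in that order. The smallest counting error of each was at most 0.0055. The median of 0.35 stood at percentile 61.0 of the matched lists, so as deposited the Hox set did not stand apart from regions of high value. Its percentile was 86.9 with the GC trend removed and 75.4 with GC and read density trends removed. Removal of the trend with abundance moved the Hox median most, to 0.03, and put the Hoxd region at -0.059.

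Between the outermost clustered protocadherin genes on chromosome 18, 6 regions, of which 3 overlapped none of those genes, gave a median difference of -0.59, against 0.11 in the other regions, with 5 lower and 1 higher in MommeD43. This was percentile 0.59 of the matched lists. The regions of the set lie close together, whereas the lists are scattered, so the percentile can be too extreme. With the GC trend removed the median was -0.22, at percentile 5.11, with 4 lower and 2 higher. The 95% interval over the 6 regions, -1.08 to 0.16, included 0. The region of highest mean value, 18:37642401-37654600, overlapped no clustered protocadherin gene, held the start of Taf7 and differed by -0.06, within its counting error of 0.08. Outside the naming rule, and picked after the values were seen, the largest fall in the set was -1.23, at 18:37208001-37219750. That region also overlapped no clustered protocadherin gene, contained no exon of a protein-coding gene and had a counting error of 0.12. With the GC trend removed this region differed by -0.46, and the largest fall was then -0.75, at 18:37139301-37148800, also named outside the rule.

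The regions with the largest differences were picked after their values were seen, among those with at least 50 reads per library in either genotype. The region 4:153475551-153487450, which holds the start of Ajap1, rose from 5.59 to 9.46, by 3.87 with a smallest counting error of 0.22. At 5:119789001-119815900, a stretch without protein-coding genes 16768 bp from Tbx5, the value rose by 3.397 from 8.33, with an error of 0.09. The largest falls lay inside Foxp2. The region 6:15277101-15299800, which contains 1072 bp of its exons, differed by -3.16 with an error of 0.13. The region 6:15209751-15217750 is intronic and differed by -3.06 with an error of 0.29. With the GC trend removed, the Foxp2 differences were -2.12 and -2.03.

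The difference also followed base composition. Over autosomal regions, which are not independent replicates, its Spearman correlation with GC content was 0.583. When autosomal regions were put into 10 groups of about equal size by GC content, the median difference was -0.61 in the group of lowest GC content and 0.39 in that of highest. X-linked regions had a median GC content of 39.7%, against 46.3% on autosomes. Of these, 1318 had a GC content no higher than that of the lowest autosomal group, and their median difference was 0.38.

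**Figure D4:**
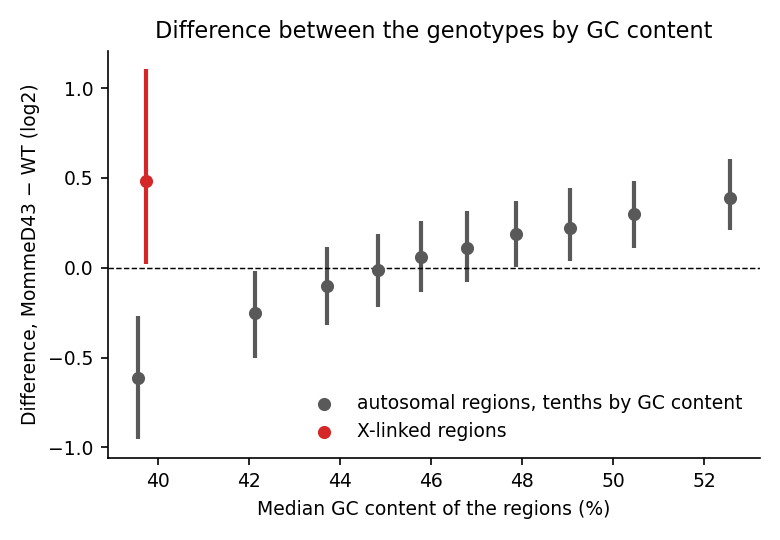
Difference between the genotypes (MommeD43 minus WT, log2) against the median GC content in percent of autosomal regions in 10 groups by GC content (grey) and of X-linked regions (red), with points at medians and bars from the 25th to the 75th percentile of regions. Autosomal medians rise from -0.61 to 0.39, and the X-linked median of 0.49 lies above autosomal regions of similar GC content.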

Values the study reported

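The study based its H3K27me3 comparison on 3 biological replicates per genotype. It reported that the location of the peaks was unaltered, and cautioned that ChIP-seq is a poor measure of relative levels of histone marks. By immunofluorescence it found lower H3K27me3 in MommeD43 NSCs, modest but significant, on the inactive X and across the nucleus. The higher X-linked values in the pooled columns run in the other direction, but the measures are unlike. The pooled values are read counts scaled to library size, with no absolute scale. They also do not separate the inactive X from the active X. The contrast therefore does not contradict the immunofluorescence. For CTCF ChIP-seq in the same kind of cells, it reported 143 differential peaks at an FDR of 0.1.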

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

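No paired analysis was possible because the columns carry no replicates. For the same reason these alternatives, chosen before the data were examined, were not run: other scaling factors per library, other count models, other filters on low counts per library, a stricter FDR, each replicate left out in turn, WCE in the model or in other forms, and other correlation settings of the set test. The spread used here is the 95% interval over regions, or for a single region its counting interval, since no replicate spread exists. GC and density trend removal, the autosomal correlation, a pseudocount of 1, scaling to autosomes for results other than the X-linked median, and every alternative for the counts of regions past 1 and for the excess of the X over autosomes were chosen after seeing the data.

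The X-linked median stayed over 0 under every alternative tried, though single regions did not: 1421 of the 1878 X-linked regions were higher as deposited and 1185 with scaling to the total. The median of 0.49 became 0.24 with scaling to the total of the regions, 0.34 with the abundance trend removed, 0.41 with scaling to autosomes, and 0.98 with the GC trend removed, alone or with the density trend. The excess over autosomes, 0.41, stayed within its interval at 0.37 and 0.44 and was 0.98 after either GC removal. Lower values under a common scaling follow from its construction. For the rise under GC removal the cause was not tested, but X-linked regions have low GC content, and the trend takes regions of low GC content down. The difference in the X-linked share of counts, 1.55 percentage points, was 1.52 with a mean count of at least 50.

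The Hox median of 0.35 became 0.11 with scaling to the total, 0.030 with the abundance trend removed and 0.081 with GC and density trends removed. The Hoxd region reversed to -0.059 under the abundance trend and the Hoxc region to -0.0085 with GC and density trends removed. The protocadherin median of -0.59 stayed within its wide interval, from -0.83 to -0.20. One of its regions, named outside the rule, at 18:37199751-37206100, reversed to 0.052 and 0.067 under the GC removals. The region overlapping Xist reversed to -0.11 with scaling to the total and to -0.18 with the abundance trend removed, and rose from 0.13 to 0.46 with the GC trend removed and to 0.43 with both GC and density trends removed. The cause was not tested for the abundance and GC removals. Of 75 values of the 15 named regions under these alternatives, 36 stayed within the counting interval, 33 moved in the same direction and 6 reversed.

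The correlation of 0.951 was 0.955 with a pseudocount of 10, 0.954 with a mean count of at least 50, 0.960 on autosomes and 0.802 per kilobase. Values per kilobase lose the part of the correlation that region length gives. The other pseudocounts left it within its interval.

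The spread of autosomal medians, 0.27, fell to 0.17 with the GC trend removed and 0.18 with both trends removed. The lowest autosomal median was -0.29 with scaling to the total and -0.029 with a mean count of at least 50. The highest reversed to -0.020 with scaling to the total and was 0.076 and 0.090 under the GC removals.

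Of regions past 1, the 827 higher and 412 lower became 491 and 779 with scaling to the total and 542 and 209 with a mean count of at least 50, which leaves fewer regions. They became 1139 and 97 with the GC trend removed, and 1129 and 97 with both. As deposited and with the GC trend removed, 708 higher and 87 lower regions were the same. Depth limits the weakest regions: those with a mean count under 50 had a median counting error of 0.20, against 0.10 in the others.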

Other observations

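The tests of weak regions, of the proximal X, of missing copies, of library shares, of reordered regions, of each direction of run, of the highest regions and of nearness to Smchd1 were chosen only after the result was seen.

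The rise on the X was larger past 130 Mb. The median there exceeded that of the rest of the X by 1.07, with a 95% interval of 1.02 to 1.11. A GC trend between the columns was not the cause, since distal and proximal regions had nearly equal GC content, 39.7% and 39.8%, and the step was 1.1498 after the GC trend was removed. The X as a whole then exceeded autosomes by 0.98 and its proximal part by 0.64, so the proximal X, 0.07 above autosomes as deposited, was not close to them with the GC trend removed. Weak regions were not the whole cause either: among 966 X-linked and 10473 autosomal regions with a mean count of at least 50 over both genotypes, the excess was 0.44 (0.33 among 741 X-linked regions with at least 50 reads in both genotypes, a filter that drops regions low in 1 of them), and the 372 distal regions among them exceeded autosomes by 1.18. Of 1000 reorderings of the X-linked regions, 0 gave a step as large. Loss of 1 of 2 equally marked copies in every WT line would give at most 1. Because the inactive X carries this mark, the copies need not be equally marked. Loss of the more marked copy could give more. The distal excess over autosomes was 1.14, with an interval over regions of 1.11 to 1.17. That interval leaves out variation between cell lines, so it cannot decide whether such a loss took place.

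The 3 MommeD43 libraries were uneven over the whole X, as far as regions with few reads show, since only those have products small enough to split. The smallest library share was 6.25% on the distal X and 8.92% on the proximal X, against 21.2% on autosomes. Over 18 single autosomes it ranged from 14.7% to 27.4%. If the smallest share belongs to 1 library throughout, most of the deficit was already there on the proximal X. The shares cannot say whether it does. The distal minus the proximal share was -2.67 percentage points, with an interval of -6.43 to -0.90, so the step itself was not shared quite alike by the libraries. In WT the smallest share was 20.03% on the distal X and 18.7% on autosomes, which argues against 1 WT library alone being low there. The WT libraries were uneven on the proximal X, where the largest share was 58.5% against 47.8% on autosomes. If that is 1 library with more reads there, it would raise the WT mean on the proximal X by 0.21, with an interval of 0.16 to 0.28, too little to be the whole step. A hypothesis tried after these values were seen is that 1 MommeD43 line was WT-like along the X and the others gained H3K27me3. The line was taken to be the library with the smallest share on autosomes, which the shares cannot show. On the distal X the mean change over the 3 libraries would then be 1.34, with an interval of 1.16 to 1.51. A low line with a larger autosomal share would need a larger change. The distal excess of 1.14 lies below 1.34, and only the upper end of its own interval, 1.17, overlaps. On the proximal X the same scheme needs 0.97, with an interval of 0.52 to 1.21, whereas the proximal excess was 0.07 as deposited. With the GC trend removed it was 0.64, but the distal excess was then 1.79, so over all regions neither treatment matches both parts. The shares come from weak regions, however, and the scheme takes the WT libraries as even. Among regions with a mean count under 50 the excess as deposited was 1.36 on the distal X and 0.24 on the proximal X, or 0.45 with the 0.21 of the uneven WT libraries added, with an interval of 0.33 to 0.59. That value lies below what is needed for this choice of line, but its interval overlaps. The autosomal share of the low line is also unknown, so the scheme is neither excluded nor supported. Which line is low cannot be read from pooled columns. An effect of MommeD43 on the inactive X and a difference in X chromosome content between cell lines both stay open and were not tested; WCE, which could show copy number, was not analysed here.

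The difference rose with GC content on autosomes. Stronger enrichment of the mark in the MommeD43 libraries was not the whole cause, because at equal read density the partial Spearman correlation with GC content was 0.554. At equal GC content the partial correlation with read density was 0.058. GC bias of the libraries may therefore account for the autosomal trend, though a true shift of the mark by GC content would look the same and stays open.

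Neighbouring autosomal regions changed together. There were 20 runs of at least 4 consecutive regions past 1 in the same direction, 13 higher and 7 lower, while reordering within chromosomes gave at most 1 run and 0 of 1000 reorderings gave as many. With the GC trend removed, 57.5% of the 106 regions stayed past 1, with an interval of 40.4% to 72.0%. Of the regions in higher runs 69.4% stayed past 1, with an interval of 53.8% to 82.3%, so the GC trend is not the whole cause of those. In lower runs 32.4% did, with an interval of 0% to 62.5%, so for the lower runs as a set the share of the GC trend stays open. In 2 of these 7 runs the median stayed past 1. The longest run held 10 regions at 5:118766301-120117550, over Tbx3 and Tbx5, with a median of 2.56. The lower run of 7 regions at 6:15174351-15348250 lay in Foxp2, with a median of -2.63 as deposited and -1.60 with the GC trend removed; the trend itself reached -1.04 at its lowest, and was held flat below the lowest GC content fitted. Differences between cell lines in cell state, which share the genotype labels, stay open and were not tested. A higher run at 17:68832651-69162250 lay 2.18 Mb from Smchd1. In 3.24% of random draws of 20 autosomal regions 1 lay as near, and since the gene was looked at after the runs were seen, this draw decides nothing.

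The rise of the Hox regions was not removed with the GC trend, which left a median of 0.31. It may be a difference shared by the regions with the highest read counts. As deposited, the Hox median exceeded that of 114 other autosomal regions in the top 1% by only 0.034. The 95% interval over regions was -0.059 to 0.24. That comparison is given for the deposited values only. With the GC trend removed the Hox set stood at percentile 86.9 of the matched lists. With 4 regions and no replicates, no effect specific to Hox clusters was detectable.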
